# Post-Translational Decrease in Respiratory Chain Proteins in the Polg Mutator Mouse Brain

**DOI:** 10.1371/journal.pone.0094646

**Published:** 2014-04-10

**Authors:** David N. Hauser, Allissa A. Dillman, Jinhui Ding, Yan Li, Mark R. Cookson

## Abstract

Mitochondrial DNA damage is thought to be a causal contributor to aging as mice with inactivating mutations in polymerase gamma (Polg) develop a progeroid phenotype. To further understand the molecular mechanisms underlying this phenotype, we used iTRAQ and RNA-Seq to determine differences in protein and mRNA abundance respectively in the brains of one year old Polg mutator mice compared to control animals. We found that mitochondrial respiratory chain proteins are specifically decreased in abundance in the brains of the mutator mice, including several nuclear encoded mitochondrial components. However, we found no evidence that the changes we observed in protein levels were the result of decreases in mRNA expression. These results show that there are post-translational effects associated with mutations in Polg.

## Introduction

Damage to mitochondrial DNA (mtDNA) is thought to be central to the process of aging and some age-related diseases [1], [2]. To monitor the effects of increased mtDNA damage *in vivo*, two groups independently generated lines of knock-in mice expressing a proofreading deficient version of the mtDNA polymerase gamma (Polg) in place of the wild type enzyme [3], [4]. Mice homozygous for the mutant allele (Polg ^D257A/D257A^, hereafter termed Polg mutator mice) exhibit a progeroid phenotype with aging phenotypes that include kyphosis, loss of subcutaneous fat, and graying of the hair appearing before one year of age. Weight loss, anemia, osteoporosis, thymic involution, testicular atrophy and reduced fertility have also been observed in these mice [3], [4]. Accordingly, Polg mutator mice also have shortened lifespans with medians of 41 [4] and 59 [3] weeks compared to greater than 2 years reported for wild type mice [3].

Several studies have attempted to understand the relationship between mtDNA alterations and the progeroid phenotype of Polg mice. Trifunovic et al identified the presence of large (∼12 kb) linear mtDNA molecules resulting from deletions in mtDNA and an increased mtDNA mutation load in tissues from Polg mutator mice [4]. Higher levels of mtDNA mutations were also originally reported by Prolla and colleagues [3]. However, the question of whether mtDNA mutations or deletions are the driving force of the progeroid phenotype is unsettled [5]–[10].

The thirteen proteins encoded by mtDNA are all members of mitochondrial respiratory chain complexes and it might therefore be predicted that a major outcome of mtDNA mutations/deletions would be respiratory chain dysfunction. Supporting this concept, embryonic fibroblasts isolated from Polg mutator mice have lower mitochondrial respiration compared to controls [11]. Several studies have also demonstrated the presence of cytochrome c oxidase (COX) negative cells in the brains of Polg mutator mice, indicating respiratory chain dysfunction [5], [12], [13]. The steady state levels of two proteins that make up the COX complex (mtDNA encoded Mtco2 and nuclear DNA (nDNA) encoded COX4i1) have been reported to be decreased in liver and heart mitochondria isolated from mutator mice [8]. In addition, levels of fully assembled complexes I, III, and IV were observed to be decreased in mutator liver mitochondria along with complex I activity [8]. Decreased abundance of the nuclear encoded 39 kDa subunit of complex I (NDUFA9) and the mtDNA encoded Mtco1 has been observed in brain mitochondrial extracts from mutator mice [12]. Other nDNA and mtDNA encoded respiratory chain subunits are also decreased in several tissues of the Polg mutator mice including brain [14]. One proposed mechanism for the decrease of both mtDNA and nDNA encoded subunits of respiratory chain complexes in mutator mouse liver mitochondria is that point mutations in mtDNA encoded subunits lead to misassembled complexes that are subject to rapid protein turnover [8]. There are also reports of decreases in the mRNA coding for the master regulator of mitochondrial biogenesis PGC-1α [14] and several nDNA encoded subunits of complexes I, III, and IV [15] in muscle from the mutator mice, although decreased PGC-1α expression in brain has not been reported [14].

These previous results therefore suggest that there are, as might be expected, consistent changes in proteins encoded by the mtDNA in Polg mutator mice but have not clearly addressed whether, first, there are more widespread protein changes including nuclear encoded mitochondrial proteins, and, second, these are accompanied by mRNA changes. To address these questions, we analyzed the brain mitochondrial proteome using quantitative proteomics and the brain transcriptome using RNA Sequencing (RNA-Seq) in aged Polg mutator mice and their littermates. Surprisingly, we found a strong effect on nuclear encoded mitochondrial proteins without obvious changes in gene expression.

## Materials and Methods

### Polg Mutator Mice

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Institutional Animal Care and Use Committees of the US National Institute of Child Health and Human Development (Animal study protocol number 12-059).

Polg mutator mice (Polg^D257A^ knock-in) were originally generated by Dr. Thomas Prolla at the University of Wisconsin [3]. Polg^WT/WT^, Polg^WT/D257A^, and Polg^D257A/D257A^ were generated by breeding Polg^WT/D257A^ heterozygotes. Animals had access to food and water *ad libitum*. At one year of age, mice were sacrificed and their brains were dissected on ice. The cerebellum was removed and the cerebrum was bisected along the longitudinal fissure. The cerebellum and one cerebral hemisphere were frozen on dry ice, while mitochondria were immediately prepared from the other cerebral hemisphere.

### Preparation of Brain Mitochondria

Cerebral tissue was homogenized in isolation buffer (0.225 M Mannitol, 0.05 M Sucrose, 0.005 M HEPES pH 7.3) supplemented with protease inhibitors (Roche). The homogenate was centrifuged at 2000x*g* for 3 min at 4°C and the pellet was resuspended in isolation buffer and the centrifugation step was repeated. The combined S2000 was centrifuged (12000x*g*, 8 min, 4°C) and the mitochondrial pellet was resuspended in isolation buffer supplemented with 0.02% digitonin to rupture synaptosomes prior to centrifugation (12000x*g*, 10 min, 4°C). The resulting mitochondrial pellet was washed in isolation buffer without digitonin and centrifuged at 12000x*g* for 10 min at 4°C. Mitochondrial pellets were then immediately frozen and stored at −80°C until use.

### Preparation of Mitochondrial Protein Extracts

Frozen mitochondrial pellets were thawed on ice and resuspended in iTRAQ lysis buffer (0.3 M HEPES pH 8.0, 2% w/v CHAPS, 1 mM EDTA) by vortexing. Samples were vortexed periodically for 15 min and kept on ice prior to centrifugation (16,000x*g*, 10 min, 4°C). The supernatants were used in iTRAQ and Western blotting experiments. Protein content was determined using the 660 nm protein assay reagent (Pierce #22660) using bovine serum albumin for standardization.

### Preparation of Cerebellar Protein Extracts

Frozen cerebella were homogenized in isolation buffer and then mixed with an equal volume of 2x iTRAQ lysis buffer in order to treat the samples in a similar manner as the cerebral mitochondria were treated. The homogenates were further processed in the same manner as described for the mitochondrial extracts.

### iTRAQ Labelling

4 control samples and 7 mutant samples were analyzed in two separate iTRAQ experiments. 40 μg of each control sample was taken and pooled together to make a combined reference sample. This reference sample was labeled with iTRAQ reagent 113 and included in both LC-MS/MS runs, which allows for accurate comparisons across multiple LC-MS/MS runs. iTRAQ labeling was carried out using iTRAQ Reagent 8-Plex kit (AB Sciex, Foster City, CA) and followed the manufacturer's protocol with minor modifications. For each sample, 40 μg protein was used, and the concentration was adjusted to 1 μg/μl with iTRAQ dissolution buffer, reduced with 2 μl Reducing Reagent (TCEP solution) for 60 min at 60°C, alkylated with 1 μl Cysteine Blocking Reagent (MMTS solution) at RT for 20 min, and digested overnight with sequence grade modified trypsin (Promega, Madison, WI) at 37°C with a trypsin to protein ratio of 1∶50 (w/w). Each iTRAQ 8-plex reagent was dissolved in 150 μl isopropanol, vortexed, and added to each sample. The sample/reagent mixture was incubated at room temperature for 3 hr. Labeled peptides were combined, and then desalted using an Oasis HLB 200 mg cartridge (Waters, Milford, MA).

### 2D LC-MS/MS Analysis

iTRAQ labeled peptides were fractionated on a 4.6 mm ID TSKGel Amide 80 HILIC column (Tosoh) using the Agilent 1100 Series LC (Agilent, Santa Clara, CA). Samples were suspended in mobile phase B (95% acetonitrile and 0.1% formic acid) and peptides were eluted at 700 μl/min by increasing the mobile phase A (95% water and 0.1% FA) amount from 3% to 50% over 30 min. A total of 24 fractions were collected. MALDI-MS was used to analyze the peptide complexity of each fraction. Fractions containing only minimal numbers of peptides were pooled together, resulting in a total of 14 fractions selected for further analysis. Each fraction was then analyzed by a nano-LC-MS/MS system with an Ultimate 3000 HPLC (Thermo-Dionex) connected to an Orbitrap Elite mass spectrometer (Thermo Fisher Scientific) via an Easy-Spray ion source (Thermo Fisher Scientific). An ES800 Easy-Spray column (75 μm inner diameter, 15 cm length, 3 μm C18 beads) was used. Peptides were separated with a 100 min gradient of 2-X% mobile phase B (mobile phase A: 98% water, 0.1% formic acid; mobile phase B: 98% acetonitrile, 0.1% formic acid, X varies from 20 to 40 for different HILIC fractions).The Thermo Scientific Orbitrap Elite mass spectrometer was operated in positive nano-electrospray mode. Both MS and MS/MS data were acquired in the orbitrap with profile mode. The resolution of the survey scan (m/z 300–1600) was set at 60 k at m/z 400 with a target value of 1×10^6^ ions. The four most intense ions from the preview survey scan were sequenced by high energy collision dissociation fragmentation (HCD). HCD was performed using collision energy of 38%. The resolution of the MS/MS scan was set at 15 k.

### Peptide Identification and Quantitation

Xcalibur RAW files were converted to peak list files in mgf format using Mascot Distiller (version 2.4.3.3). The parameters for data processing were: always uncentroid, no smooth, applied baseline correction, no deisotoping for m/z 112.9–121.4 range. The threshold for peak picking was S/N 3 for MS data and S/N 2 for MS/MS data. A database search was submitted through Mascot Daemon (version 2.4.0) to Mascot Server (version 2.4) against the Sprot Mouse database (16,662 sequences). In all database searches, trypsin was specified as the enzyme, and up to 2 missed cleavages were allowed. Precursor and fragment mass tolerance were set at 20 ppm and 0.2 Da, respectively. iTRAQ8plex (N-term) and iTRAQ8plex (K) were searched as fixed modifications, Methylthio (C), Oxidation (M), and iTRAQ8plex (Y) were set as variable modifications. A decoy search was also performed. False detective rate (FDR) was set at <1% when reporting the protein identification results. The “iTRAQ 8plex” method was selected when submitting the search, so quantitation of iTRAQ-labeled peptides was also performed by Mascot software used for the protein identification. All MS/MS files obtained from 14 LC-MS/MS runs were merged into a single search. Peptide ratios for each biological sample were obtained by dividing the intensity of that sample's iTRAQ label by the intensity of the label of the pooled reference in channel 113. These peptide ratios were normalized so that the median ratio for each sample was 1, and outliers were removed using MASCOT's automatic method. Protein ratios were calculated as the weighted average of peptide ratios and were reported only when 2 or more peptides matched to that protein with a score higher than the homology threshold. Only unique peptides were used for protein ratio calculations. Only proteins that had ratios >0 for each sample's iTRAQ channel and were present in both LC-MS/MS datasets were selected for statistical analysis. Ratios from the 1060 proteins present in both datasets were log_2_ transformed then control and mutator groups were compared using Welch's t test. P values were adjusted using the Benjamini-Hochberg method in order to correct for multiple testing.

Protein ratios from both LC-MS/MS runs and statistical analysis for all 1060 proteins identified in both runs can be found in Supplemental File 1.

### Western Blotting

Protein extracts from the 11 male mice used for iTRAQ analysis were separated using SDS-PAGE and transferred to PVDF membranes. Membranes were blocked for 1 hr using Odyssey Blocking Buffer (LI-COR) and probed overnight with primary antibody diluted in a 1∶1 mixture of Odyssey Blocking Buffer and TBS+0.1% Tween-20. The primary antibodies used were against HSP60 (Abcam 46798, 1∶2000), DJ-1 (Abcam 169520, 1∶2000-1∶4000), COX4i1 (Abcam 16056, 1∶2000-1∶100,000), NDUS8 (Abcam 110245, 1∶2000), Mtco2 (Abcam 110258, 1∶1000), and Actin (Sigma A1978, 1∶400,000). Secondary antibodies (LI-COR 926-32210 and 926–68023,) were diluted 1∶15000 in blocking buffer and incubated with membranes for 1 hr at RT. Blots were imaged using a LI-COR Odyssey CLx Infrared Imaging System and quantification was performed using LI-COR Image Studio software.

### RNA extraction and sequencing

Total RNA was extracted from frozen cerebral tissue with TRIzol (Invitrogen) using a tissue homogenizer. RNA quality was determined using the Agilent 2100 Bioanalyzer RNA Nano Chip (Mean RIN = 9.22, RIN Range = 7.8–9.6). We purified poly(A)+RNA from 4 μg total RNA using poly-T oligo attached magnetic beads and synthesized cDNA libraries using the TruSeq RNA sample preparations kit with random priming (Illumina cat. no. RS-122-2001) as per the manufacturer's protocol. The 11 libraries were multiplexed (6 samples per pool) and 3.5 pmol of pooled cDNA was run on a single flowcell lane. 100-bp paired end sequences were generated using an Illumina Hi-Seq sequencer.

### Statistical analysis of RNA-Seq data

This study utilized the high-performance computational capabilities of the Biowulf Linux cluster at the National Institutes of Health, Bethesda, Md. (http://biowulf.nih.gov). RNA-Seq data was handled according to our previously published methods [16]. We used the Illumina pipeline to analyze the images and extract base calls for fastq file generation. Overall quality and total read counts can be found in Supplementary File 2. 

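In the read totals that the authors deposited, between 39911418 and 169093076 reads were listed per mouse, and between 76.29% and 94.09% of them were aligned, with the lowest share in mutator mouse 248. In 10 of the 11 mice, the deposited gene counts came to between 0.744 and 0.775 counts per aligned read. In mutator mouse 248 they came to 3.00 counts per aligned read, since its 91219204 gene counts exceed the 30449029 aligned reads listed for it. The depth of each library is therefore taken from the sum of its gene counts, not from the listed reads.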

Fastq files were aligned to the mm9 mouse reference genome using Tophat (v2.0.6) and Bowtie (2.02.0) using the ensembl gtf (Mus_musculus.NCBIM37.61) to build bowtie indexes. Reads were annotated and quantified to a given gene using the Python module HT-SEQ using the same ensembl gtf to provide reference boundaries.

For gene expression analysis, we used the R/Bioconductor package DESeq [17]. The count data was normalized for library size and then transformed using variance-stabilization. Poisson distributions of normalized counts for each transcript were compared across mutator and control groups using a negative binomial test and p values were adjusted using the Benjamini-Hochberg procedure.

For alternative exon utilization analysis, the ensembl gtf was flattened using the python script written by Simon Anders to create the appropriate counting bins needed for downstream analysis. We used the R/Bioconductor package DEXSeq [18] to adjust for library size difference, to estimate variance, and then the Poisson distributions of normalized counts for each exon were compared across mutator and control groups using a negative binomial test. Multiple testing was corrected for using the Benjamini-Hochberg procedure.

The RNA-Seq data generated in this experiment has been submitted to GEO and given accession number GSE55188. Output from DESeq and DEXSeq can be found in Supplemental File 2.

## Results

### Protein Analysis

We performed a quantitative proteomics experiment using mitochondrial enriched protein extracts from the brains of one-year-old Polg mutator mice (D257A/D257A) and their control (WT/WT and WT/D257A) littermates. At the time of sacrifice, all Polg mutator mice displayed a progeroid phenotype and weighed less than control littermates (Fig. S1). Protein samples were labeled with isobaric tags for relative and absolute quantitation (iTRAQ) 8-plex reagents and analyzed using two separate liquid chromatography coupled with tandem mass spectrometry (LC-MS/MS) runs against a pooled reference sample in each run (Fig. 1A). Including the same sample as the reference in both LC-MS/MS runs allows for comparisons to be made across runs as others have successfully done before [19]. Approximately 1400 proteins were identified and quantified in each LC-MS/MS experiment, with 1060 in common between the two (Figure 1B). A gene ontology analysis using DAVID demonstrated that these 1060 proteins were enriched with proteins associated with the cellular component term mitochondrion (n = 289 proteins with GOTERM_CC mitochondrion, Benjamini-Hochberg adjusted p value  = 1.8×10^−75^) [20]. Statistical analysis of these 1060 proteins revealed that three proteins (NDUS4, Mtco2, and NDUC2) were significantly (*P*<0.05 after FDR correction at 5%) decreased in the brains of the Polg mutator mice compared to controls (Fig. 1C). Interestingly, these three proteins are all subunits of respiratory chain complexes; NDUS4 and NDUC2 are nuclear, Mtco2 is encoded for by mtDNA. When we subset the proteomics data by membership in the Uniprot group “Respiratory Chain” we noticed that while many proteins did not reach the preset requirement for statistical significance of FDR adjusted p<0.05, there was a clear trend for decrease across this group (Fig. 1C). The top 20 differentially expressed proteins based on p-value are clearly enriched with respiratory chain proteins (16/20 proteins; Table 1). Fifteen of the 45 proteins that comprise Complex I are represented on this list. Although not significant under our preset criteria for statistical significance, it should be noted that all 20 proteins listed in Table 1 would be statistically significant using a relaxed FDR of 15%. Taken together, these data suggest that the primary change in the brain mitochondrial proteome of Polg mutator mice is a decrease of respiratory chain proteins.

**Figure 1:**
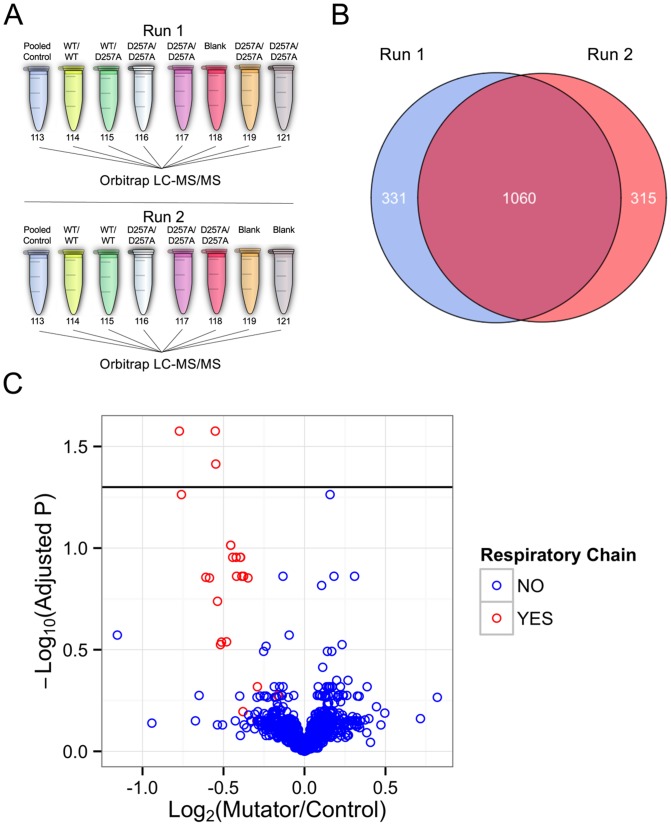
Proteomic analysis of the Polg mutator mouse brain. A) Schematic of iTRAQ labeling and LC-MS/MS experiment. A pool of the four control (3 WT/WT and 1 WT/D257A) brains was used as a reference in both LC-MS/MS runs and allowed for cross-run comparison. B) Venn diagram displaying the total number of proteins identified and quantified in each LC-MS/MS run. C) Volcano plot of the 1060 proteins quantified in both LC-MS/MS runs (n = 4 Control, n = 7 Mutator, Welch T-test p values adjusted using Benjamini-Hochberg method to control FDR). Data points are colored by membership in the Uniprot “Respiratory Chain” gene ontology group. The horizontal line shows the preset p value cutoff for statistical significance (FDR adjusted p<0.05).

**Table 1:** List of the top twenty differentially expressed proteins from aged Polg mutator mouse brain based on p value from iTRAQ analysis.

Accession	Peptides^1^		Sequence Coverage (%)		Log_2_ Fold Change^2^	Unadjusted P^3^	Adjusted P^4^	Respiratory Chain
	Run 1	Run 2	Run 1	Run 2				
NDUS4_MOUSE	3 (21)	4 (12)	14.3	28.6	−0.551	0.00004	0.027	YES
COX2_MOUSE	3 (26)	2 (22)	10.6	7.5	−0.772	0.00005	0.027	YES
NDUC2_MOUSE	1 (9)	1 (7)	5.0	5.8	−0.548	0.00011	0.039	YES
AP2A1_MOUSE	7 (19)	9 (33)	13.2	15.5	0.158	0.00022	0.055	NO
NDUA4_MOUSE	2 (21)	2 (17)	20.7	20.7	−0.760	0.00026	0.055	YES
NDUS7_MOUSE	1 (6)	2 (10)	4.0	8.5	−0.455	0.00060	0.097	YES
NDUA9_MOUSE	3 (16)	4 (19)	9.5	15.1	−0.456	0.00064	0.097	YES
NDUB7_MOUSE	3 (12)	6 (34)	30.6	42.3	−0.443	0.00084	0.111	YES
NDUS8_MOUSE	2 (13)	2 (8)	7.5	7.5	−0.422	0.00107	0.111	YES
NDUBA_MOUSE	2 (8)	2 (9)	9.6	14.8	−0.397	0.00107	0.111	YES
NDUV2_MOUSE	4 (18)	5 (17)	20.6	20.2	−0.394	0.00115	0.111	YES
CRYM_MOUSE	1 (4)	1 (5)	2.6	2.9	0.182	0.00162	0.138	NO
NDUS3_MOUSE	3 (13)	4 (21)	12.2	19.4	−0.387	0.00181	0.138	YES
GSTM1_MOUSE	4 (31)	4 (31)	29.4	23.9	0.309	0.00191	0.138	NO
KCRB_MOUSE	7 (82)	6 (94)	28.3	26.8	−0.133	0.00209	0.138	NO
NDUAD_MOUSE	3 (16)	1 (5)	24.3	7.6	−0.419	0.00220	0.138	YES
NDUS1_MOUSE	6 (30)	6 (32)	13.5	12.4	−0.376	0.00221	0.138	YES
NDUB3_MOUSE	1 (2)	1 (2)	6.0	6.7	−0.609	0.00236	0.139	YES
NDUS5_MOUSE	1 (3)	1 (3)	11.3	11.3	−0.587	0.00260	0.140	YES
NDUBB_MOUSE	1 (3)	3 (6)	13.2	27.1	−0.349	0.00265	0.140	YES

1 The total number of unique peptide sequences detected are shown outside of parentheses. The total number of replicated unique peptides used for quantification is shown within parentheses.

2 Log_2_ (Mutator/Control).

3 Welch T-Test P-value.

4 Welch T-Test P-value adjusted using Benjamini-Hochberg method to control FDR.

To validate the findings from the iTRAQ experiment, we performed Western blots for several proteins of interest in the mitochondrial extracts (Figure 2). We measured four proteins with a range of p values from the iTRAQ data that had commercially available antibodies. Ndufs8 (iTRAQ unadjusted p = 0.00107, iTRAQ FDR adjusted p = 0.111), Mtco2 (iTRAQ unadjusted p = 0.00005, iTRAQ FDR adjusted p = 0.027), and COX4i1 (iTRAQ unadjusted p = 0.006, iTRAQ FDR adjusted p = 0.261) were confirmed to be significantly different between the two groups (Ndufs8 p = 0.0367, Mtco2 p = 0.0178, and COX4i1 p = 0.0214). DJ-1, which was not different between the two groups in the iTRAQ dataset (iTRAQ unadjusted p = 0.51, iTRAQ FDR adjusted p = 0.83) was confirmed to be unchanged via Western blot.

**Figure 2:**
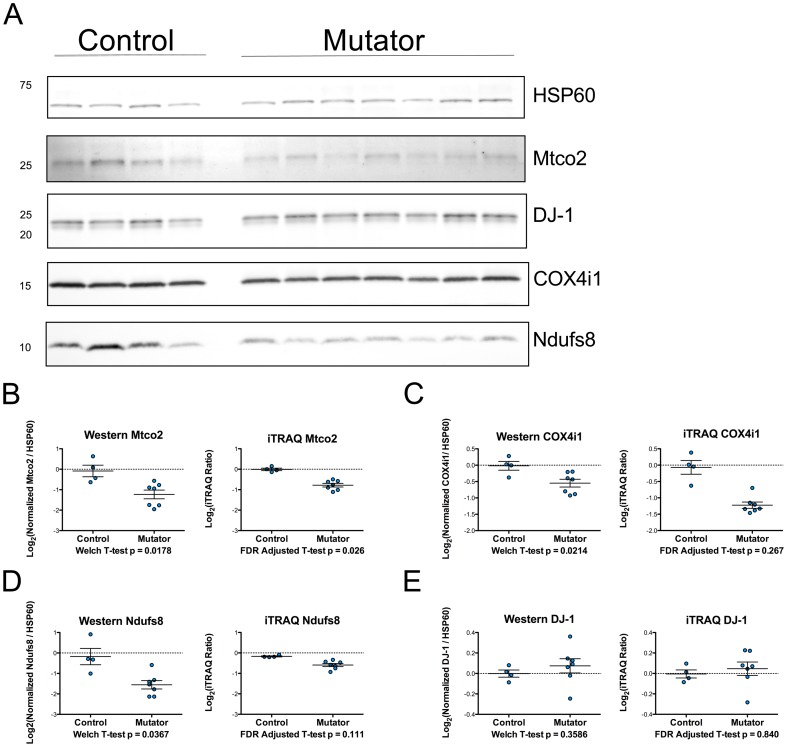
Validation of iTRAQ data using Western blots. A) Western blots for the loading control HSP60 and the proteins of interest Mtco2, DJ-1, COX4i1, and Ndufs8. Proteins samples analyzed were from the 11 male mice used in the iTRAQ analysis. B–E) Quantitative data from Western blots and iTraq experiment for proteins of interest. Western blot data was normalized to the mean of the controls and log_2_ transformed prior to comparison using Welch T-tests. HSP60 was used as a loading control to normalize the data.

We also used Western blots to determine if some of the findings from the iTRAQ experiment could be observed in other neural tissue from the same mice. We found that the levels of Mtco2, COX4i1, and Ndufs8 were all significantly decreased in the cerebella of the mutator mice (Figure 3A–E). DJ-1 was found to not be significantly different between groups (Figure 3B and 3F). Collectively, these results validate our iTRAQ data and suggest that at least a subset of the differences that did not pass our preset cutoff for significance (FDR adjusted p<0.05) are genuine.

**Figure 3:**
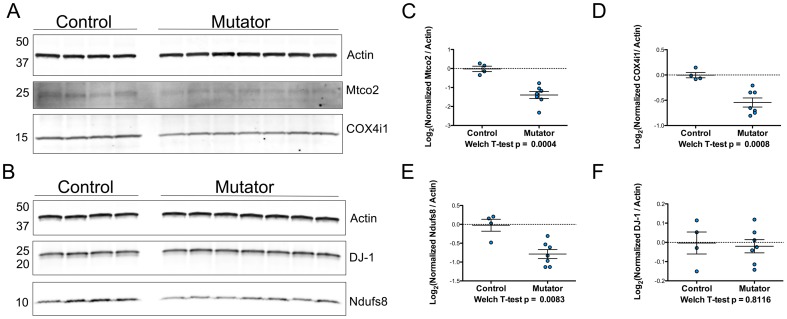
Western blot analysis of cerebellar proteins of interest. A–B) Actin, Mtco2, COX4i1, Ndufs8, and DJ-1 protein levels were measured in cerebellar protein extracts from the mice used in the iTRAQ experiment. C–F) Quantitation of Western blots (n = 4 control, n = 7 mutator). Data was normalized to the mean of the controls and log_2_ transformed. Welch T-tests were used to compare groups and the p-values are listed beneath the graphs. Actin was used as a loading control to normalize data.

### RNA-Seq

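Cerebral RNA was sequenced from 11 male mice aged 1 year. Of these mice, 7 were Polg mutators (D257A/D257A), whose mitochondrial DNA polymerase has an impaired proofreading function, and 4 were control littermates, of which 3 were WT/WT and 1 was WT/D257A. The authors aligned paired end reads of poly(A)+ RNA to the mm9 genome, counted them on Ensembl genes with HT-SEQ and deposited the counts per gene without normalization. For 10 of the mice, 3 WT/WT and 7 mutator, the files also gave counts per exon bin, that is, for each gene split into the pieces at which its annotated exons begin and end. The gene counts summed to between 28249345 and 121182250 per control mouse, with a median of 52981946 (n = 4), and to between 37821243 and 91219204 per mutator mouse, with a median of 55741011 (n = 7). The exon bin counts summed to between 24640608 and 105836056 per WT/WT mouse and to between 33279016 and 82975400 per mutator mouse. Of the 36666 genes listed, 28103 had at least 1 count. Here the gene counts were normalized with edgeR's TMM method, whose factors lay between 0.974 and 1.02, and are given as CPM, that is, scaled to the total of each library. The mutator mice were compared with all 4 controls by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered the 17983 genes that passed edgeR's filter on low counts, so genes with fewer counts have no test. Usage of an exon bin, relative to the other bins of its gene, was tested with edgeR's diffSpliceDGE between the 7 mutator and the 3 WT/WT mice. The paper used DESeq and DEXSeq for these comparisons. The paper's text does not name which mouse was in which multiplexed pool, so no pool entered the fits.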

We performed RNA-Seq using mRNA extracted from the same cohort of 11 male aged mice used in the iTRAQ experiment. 

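Of the genes tested with edgeR, 223 had an adjusted p-value under 0.05, of which 79 were higher and 144 lower in the mutator mice. A change of more than 2-fold in addition was found for 26 of them, 20 higher and 6 lower. At an unadjusted p-value under 0.05 there were 2834 genes. The values of the 4 controls and the 7 mutators did not overlap for 472 genes, 2.62% of those tested, where chance gives 0.606%. Edn1, which encodes endothelin-1 and lies on chromosome 13 of mm9 from 42396639 to 42403358, had 1.97 ± 0.54 CPM in the controls (SD, n = 4) and 6.33 ± 1.47 in the mutators (SD, n = 7), a log2 fold change of 1.66 (standard error 0.20, edgeR adjusted p = 0.00094). Igk-C fell from 0.772 ± 0.249 to 0.217 ± 0.062 CPM (SD, n = 4 and 7), a log2 fold change of -1.89 (standard error 0.28, edgeR adjusted p = 0.00208). Ppbp had between 1 and 5 counts per control mouse and between 15 and 65 per mutator mouse, a log2 fold change of 3.83 (standard error 0.63, edgeR adjusted p = 0.00483). With each mouse left out in turn, the log2 fold change of Ppbp ranged from 3.43 to 4.70. Tubb1 had at most 1 count in any control mouse and between 2 and 34 in the mutators. With each control set to 3 counts, more than any had, the mutator mean was 5.34-fold higher. This is used as a lower bound. Gm13340, with a log2 fold change of 1.73 (standard error 0.30, edgeR adjusted p = 0.0297), is a pseudogene within a stretch of chromosome 2 that is 97.4% identical to mitochondrial DNA, so its reads are not certain to come from it. All 18 genes of Table 2 had an edgeR adjusted p-value under 0.05, and 17 of them changed by more than 2-fold. The other one, 5430416O09Rik, had a log2 fold change of 0.98 (standard error 0.24, edgeR adjusted p = 0.0500, just under the threshold). With DESeq2, 615 genes had an adjusted p-value under 0.05 and 42 of these changed by more than 2-fold. Without the WT/D257A mouse 237, 50 genes had an adjusted p-value under 0.05 and 10 of these changed by more than 2-fold, all 10 being among the 26. Smad6, Igk-C, Edn1, Treml2, A730020M07Rik, Ppbp and Tubb1 kept an adjusted p-value under 0.05 in each alternative that tested them. Those of Vwf, Klk6, Gm16233, Gm5535, Bst1, Cxcl12, Gm13340, Angpt2, Rtp1 and 5430416O09Rik exceeded 0.05 without mouse 237, where the highest was 0.201, for 5430416O09Rik. Such losses were not confined to the fits without mouse 237. Over 20 alternatives, 5430416O09Rik lost its call in 15, Klk6 in 12, Gm5535 in 11 and Vwf in 10. Of the 18 genes of Table 2, 10 had an adjusted p-value under 0.05 without control 239, and 12 did without control 246.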

From 28,100 genes identified using RNA-Seq, only 18 were expressed differently between Polg mutator mice and controls (FDR adjusted p<0.05 and Fold Change >2)(Fig. 4A and Table 2). At the exon level, only exon 9 (an alternate 5′UTR) of the gene *Acer2* was significantly decreased in the brains of the Polg mutator animals (FDR adjusted p<0.05 and Fold Change >2)(Fig. 4B–C). 

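The exon bin numbered 9 belongs to a group of 11 bins in which Acer2 is merged with the overlapping gene ENSMUSG00000091609. In the annotation used here for mm9, a later release than the one the authors used, it lies on chromosome 4 from 86577936 to 86578395 on the plus strand, 460 bases long, downstream of bin 7, which ends at 86566779. Bins 8 to 10 are annotated to both genes, to which that annotation gives the same symbol, Acer2, so their reads cannot be assigned to either. Relative to the other bins, the usage of bin 9 had a log2 fold change of -1.05 in the mutators (standard error 0.19, adjusted p = 0.00348 from edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment, 7 mutator against 3 WT/WT mice). The authors' deposited table gives -1.03 for the same bin. The bin held 12.7% ± 0.63 of the group's counts in the WT/WT mice (SD, n = 3) and 6.36% ± 1.08 in the mutators (SD, n = 7). The bin itself had 1.07 ± 0.13 CPM in the WT/WT mice and 1.196 ± 0.097 in the mutators, which did not differ beyond the spread between mice (2-sided exact permutation test over 120 splits, p = 0.142). The other bins of the group rose from 7.37 ± 0.47 to 18.1 ± 3.4 CPM (2-sided exact permutation test, p = 0.00833, the smallest that 3 mice against 7 allow). With each mouse left out in turn, the log2 fold change of the usage of Acer2 exon 9 stayed between -1.09 and -0.97, and its edgeR adjusted p-value exceeded 0.05 without control 205 (0.0657) and without control 239 (0.407).

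**Figure D1:**
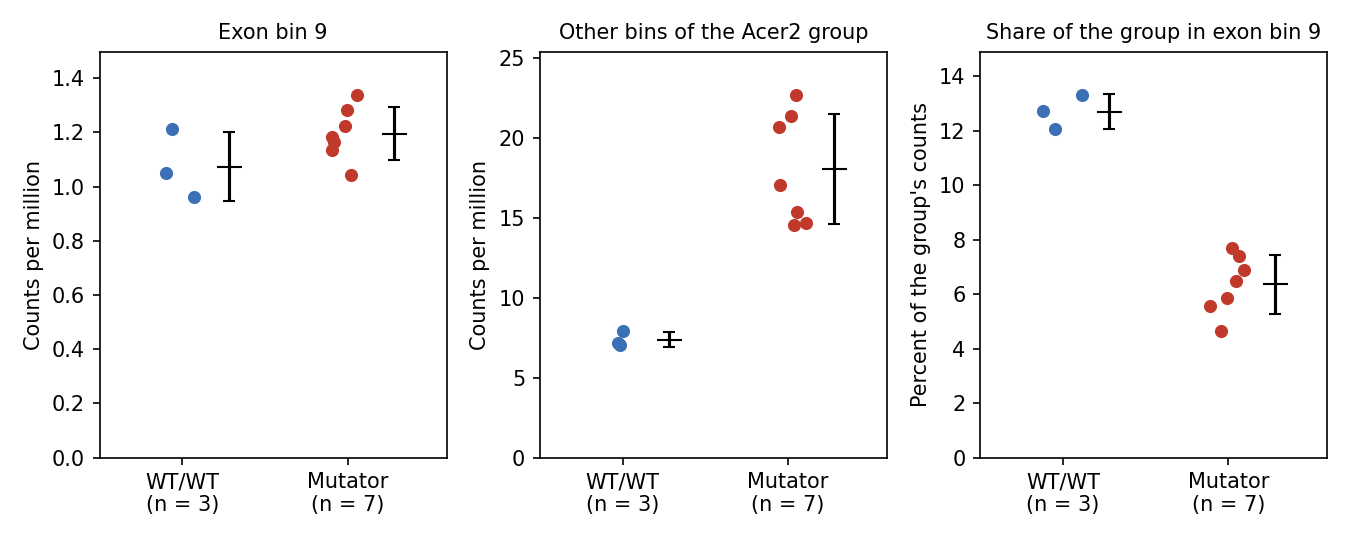
CPM of exon bin 9 (left), CPM of the other bins of the Acer2 group (middle) and percent of the group's counts in bin 9 (right) for 3 WT/WT (blue) and 7 mutator mice (red). Each point is 1 mouse, and the black bars give the mean and SD. The groups overlap for bin 9 itself and are apart for the other bins and for the share.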

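Acer2 (ENSMUSG00000038007), which encodes an alkaline ceramidase, lies on chromosome 4 of mm9 from 86520300 to 86580726 on the plus strand. Between 223 and 1120 reads per control mouse and between 840 and 2748 per mutator mouse were counted on it. Normalized for library size, these were 8.71 ± 0.84 CPM in the controls (SD, n = 4) and 23.6 ± 4.8 in the mutators (SD, n = 7). The log2 fold change was 1.43 (standard error 0.15, adjusted p = 0.00147 from edgeR's quasi-likelihood test). The lowest mutator mouse, at 18.4 CPM, lay above the highest control, at 9.66. With each mouse left out in turn, the log2 fold change stayed between 1.37 and 1.49, with edgeR adjusted p-values of at most 0.0120.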

Of note, total Acer2 mRNA was increased in the mutator mice (Fig. 4A and Table 2). Taken together, our data suggests that despite having extensive coverage there are relatively few differences in mRNA expression and differential exon usage in the brains of aged Polg mutator mice.

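Over all genes, 206930 exon bins were tested with diffSpliceDGE, and 49 of them, in 28 gene groups, had an adjusted p-value under 0.05, of which 25 were used more and 24 less in the mutators. Of these bins, 12 changed by more than 2-fold, 4 used more and 8 used less, and 3923 bins had an unadjusted p-value under 0.05. The group merged from the overlapping genes Eng and Ak1 held 18 of the 49 bins, and as whole genes Eng had a log2 fold change of 0.81 (edgeR adjusted p = 0.000338) and Ak1 one of -0.064 (edgeR adjusted p = 0.512). Of the 4 bins with an adjusted p-value under 0.05 in the authors' deposited table, 2 were among the 49, in Acer2 and in Ngrn. The number of bins moved with the method and with single mice. DESeq2 with a model of each bin against the other bins of its gene called 7 bins, 2 of them over 2-fold, and limma's diffSplice called 25, 5 of them over 2-fold. Without control 239 the count was 5 and without control 205 it was 186. From the numbers of genes and exons past its own thresholds, the paper proposes that few mRNAs and few exons differ in the mutator brain.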

**Figure 4:**
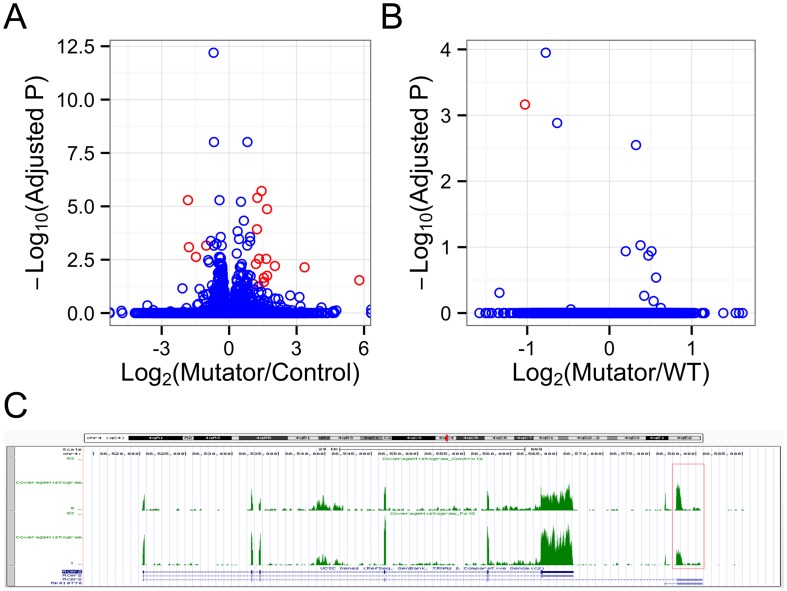
RNA-Seq data. A) Volcano plot of DESEQ results showing gene expression changes. Genes that were changed greater than 2-fold and statistically significant are colored red (n = 4 controls (3 WT/WT and 1 WT/D257A), n = 7 mutator). B) Volcano plot of DEXSEQ results showing differential exon usage. Exons that were statistically significant and changed greater than 2-fold are shown in red (n = 3 WT/WT, n = 7 mutator). C) UCSC Genome Browser read count histogram for Acer2. Overall expression of this gene was significantly increased in Polg mutator mice, but usage of an alternative 5′UTR (boxed in light red) was significantly decreased in the mutator mice.

**Table 2:** Differentially expressed mRNA transcripts in the brains of aged Polg mutator mice as determined by RNA-seq.

Gene ID	Base Mean	Base Mean Control	Base Mean Mutator	Log_2_ Fold Change^1^	P Value	Adjusted P Value^2^
Acer2	1031.46	493.30	1338.98	1.44	3.40E-10	1.91E-06
Smad6	226.89	120.55	287.66	1.25	8.54E-10	4.00E-06
Igk-C	23.72	43.74	12.29	−1.83	1.46E-09	5.14E-06
Edn1	268.51	111.40	358.29	1.69	4.79E-09	1.35E-05
Vwf	2585.26	1386.79	3270.11	1.24	5.10E-08	0.00011941
Klk6	279.04	411.95	203.08	−1.02	4.93E-07	6.88132E-04
Gm16233	17.26	31.51	9.11	−1.79	6.99E-07	8.18628E-04
Gm5535	25.41	42.89	15.42	−1.48	2.33E-06	0.002352071
Bst1	28.33	12.01	37.66	1.65	3.19E-06	0.002891414
Treml2	34.48	17.56	44.14	1.33	3.13E-06	0.002891414
Cxcl12	6368.84	3505.96	8004.77	1.19	6.48E-06	0.005040626
A730020M07Rik	17.49	5.89	24.12	2.03	9.10E-06	0.006235073
Ppbp	23.88	3.48	35.53	3.35	1.18E-05	0.007205275
Gm13340	512.82	212.30	684.55	1.69	3.90E-05	0.017985475
Angpt2	248.51	112.13	326.45	1.54	5.42E-05	0.022402713
Tubb1	12.19	0.34	18.96	5.79	7.43E-05	0.028998941
Rtp1	99.26	44.67	130.46	1.55	9.68E-05	0.034882988
5430416O09Rik	58.56	34.70	72.19	1.06	1.28209E-04	0.04238892

1 Log_2_ (Mutator/Control).

2 P-value adjusted using Benjamini-Hochberg method to control the FDR.

### Comparison of Protein and mRNA

In order to understand likely mechanisms by which protein level differences might occur, we next compared the mRNA and protein data. We plotted the fold change of protein versus the fold change of mRNA for 1001 proteins present in both the iTRAQ and RNA-Seq datasets (Figure 5). 

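The 2 run sheets of File S1 hold 1065 proteins in common, and 461 of them could be matched here to 1 gene that passed the filter on low counts. Proteins were matched through a list of respiratory chain subunits, through gene names given in File S1, and through entry names equal to a gene symbol. Entry names matched 418 of the proteins. An entry name can equal the symbol of a different gene, so some pairs may be wrong, and the correlations rest on them. For each protein, the mean log2 ratio of the 4 controls was subtracted from that of the 7 mutators, and the result was set against the log2 fold change of its mRNA from edgeR.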

All of the respiratory chain proteins that were measured in the iTRAQ experiment had their corresponding mRNA levels measured in the RNA-Seq experiment. However, none of the mRNAs for these proteins were differentially expressed. Furthermore, we observed no correlation between protein fold change and mRNA fold change (linear regression model r^2^ = 0.001; p = 0.7585). These results suggest that mRNA changes do not explain protein level differences and, by inference, that the altered mitochondrial protein levels occur post-translationally.

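The copy of the analysis sheet of File S1 used here is shortened and holds 757 of its rows, against the paper's 1060 proteins. It marks 26 proteins as respiratory chain, so the values for this group cover these 26 only. They begin in the order of Table 1, by protein p-value. Marked proteins with less change may therefore be among the missing rows. All 26 of their mRNAs had enough counts to be tested.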

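Of the 26 mRNAs, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 0 did when adjusted over the list alone. At an unadjusted p-value under 0.05 there were 4, Ndufa13, Ndufs5, mt-Co2 and Ndufb9. The lowest edgeR adjusted p-value was 0.156, for Ndufa13, whose log2 fold change was -0.17 (standard error 0.058). The median log2 fold change was -0.048, with 21 of the 26 lower in the mutators, and the standard errors of the single mRNAs had a median of 0.052. Ndufs4 and Ndufc2 had log2 fold changes of -0.022 (standard error 0.051, edgeR adjusted p = 0.881) and -0.037 (standard error 0.052, edgeR adjusted p = 0.784). Under 2 alternatives, 1 of the mRNAs had an adjusted p-value under 0.05. With DESeq2 it was mt-Co2, at 0.0151, while over the alternatives its adjusted p-value went up to 0.547. Without mutator mouse 217 it was Ndufa13, at 0.0458 and a log2 fold change of -0.20.

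**Figure D2:**
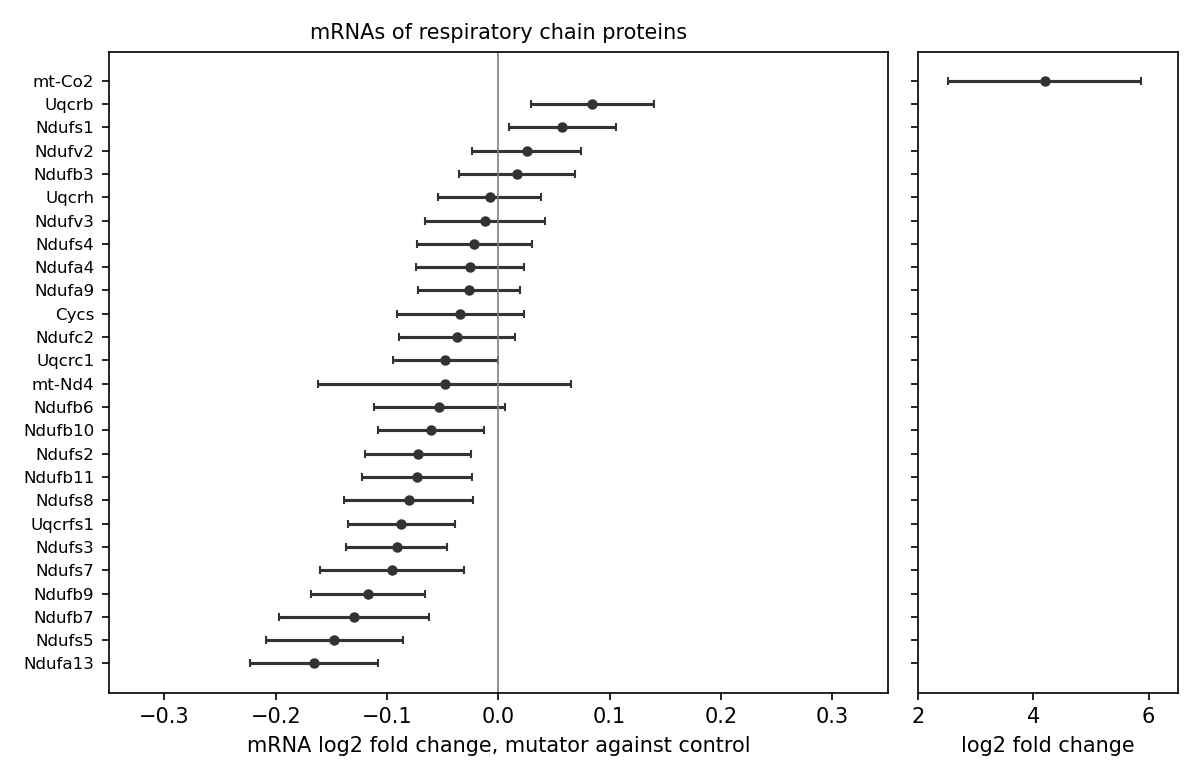
Log2 fold change (mutator against control) of the mRNAs of the 26 respiratory chain proteins. Points are the edgeR estimates and bars 1 standard error, with mt-Co2 in a panel of its own scale at the right. Apart from mt-Co2, the estimates lie between -0.17 and 0.084.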

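Across the 461 genes, which are not independent replicates, Pearson's r between protein and mRNA log2 fold change was -0.13, an r2 of 0.0160 (permutation test, 2-sided, p = 0.0187). Spearman's rho was 0.070 (permutation p = 0.134), and with each mouse left out in turn it stayed between 0.022 and 0.13, with a permutation p under 0.05 without control 237 (0.00578) and without mutator 217 (0.0152). The sign of r rests on mt-Co2 and Sytl4, the 2 genes with the largest mRNA change. Without them r was 0.11 (permutation p = 0.0156) and rho was 0.082 (permutation p = 0.0799). Within the 26 respiratory chain proteins r was -0.37 (permutation p = 0.0769) and rho was -0.070 (permutation p = 0.734). With each mouse left out in turn from both data sets, r stayed between -0.14 and -0.094.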

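Of the 26 respiratory chain proteins, 25 had a lower protein level in the mutators, with a median protein log2 fold change of -0.43, against 0.010 for the other matched proteins. These values may not hold for the whole group, since the missing rows may hold the marked proteins that changed least. The mRNAs of the other matched proteins had a median log2 fold change of -0.022. From respiratory chain proteins that were lower while their mRNAs were not differentially expressed, and from the absence of a correlation in its own comparison, the paper proposes that mRNA changes do not account for the protein changes and, by inference, that these arise post-translationally.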

**Figure 5:**
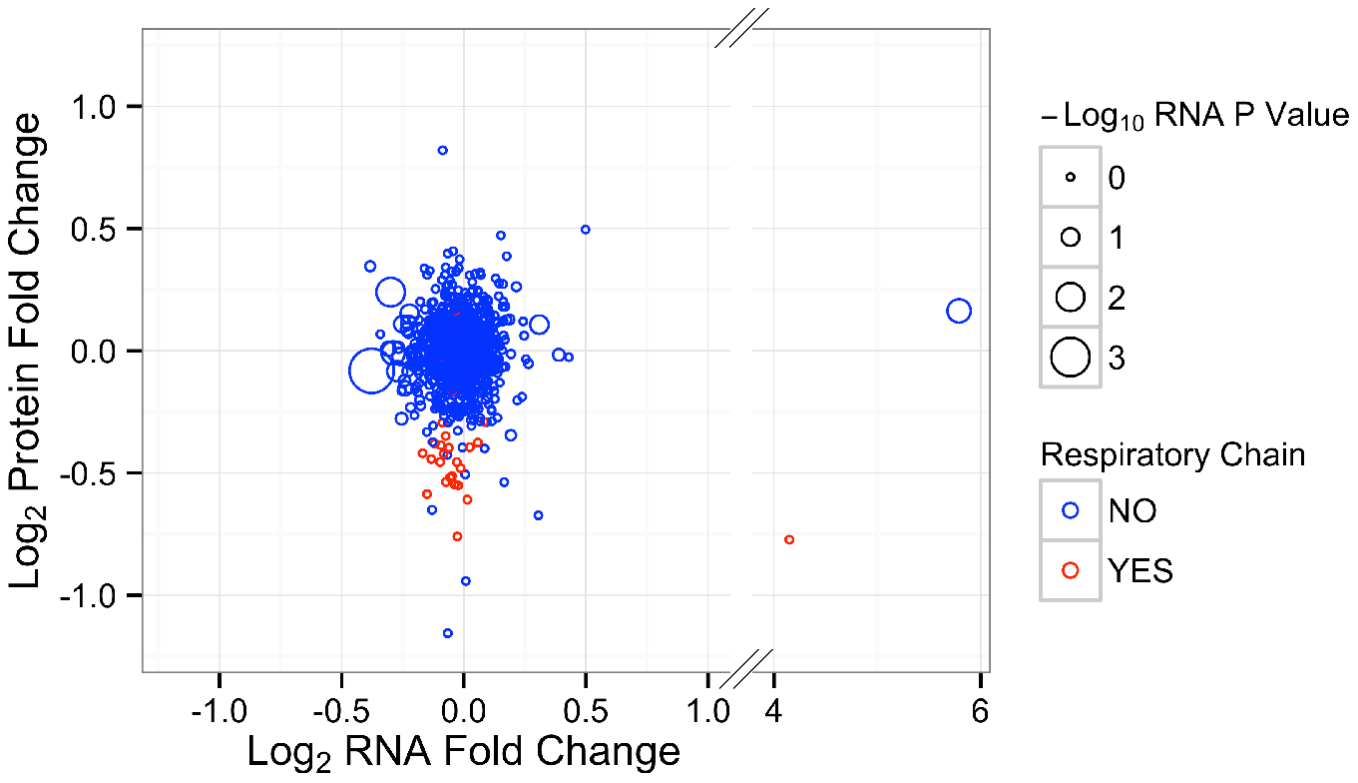
Comparison of iTRAQ and RNA-Seq datasets. The fold changes of 1001 proteins and gene transcripts that were measured using both iTRAQ and RNA-Seq were plotted against each other. Data points are colored by membership in the Uniprot gene ontology group “Respiratory Chain” and they are sized according to the adjusted p-value from the RNA-Seq dataset. The x-axis was broken to allow for easier visualization of all the data. The two data points to the right of the break represent Mtco2 and Tubb1 and have adjusted p values from the RNA-Seq experiment of 1 and 0.0289, respectively.

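The mRNA of Mtco2, listed as mt-Co2 (chromosome M of mm9, 7013 to 7696), had between 9 and 59 counts in the controls. Its counts were 1798 in mutator mouse 207 and 1443 in mutator mouse 240, and lay between 21 and 113 in the other mutators. Scaled to library size, the lowest mutator, at 0.565 CPM, lay above the highest control, at 0.509. The log2 fold change of 4.199 had a standard error of 1.67 (edgeR adjusted p = 0.266). The gene lies inside a stretch of mitochondrial DNA that is 99.936% identical to a stretch of chromosome 1 from 24618374 to 24623027, so its counts are uncertain. Tubb1 was not among the proteins that could be matched here.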

## Discussion

Here, we have reported the results of the first systematic analysis of the mitochondrial-enriched brain proteome of the Polg mutator mouse. This approach identified three mitochondrial respiratory chain proteins that were significantly decreased in the brains of Polg mutator mice, and suggested that many other respiratory chain proteins are also decreased in their brains. Combining proteomic analyses with RNA-Seq revealed that there are few changes in mRNA expression and differential exon usage in the brains of the Polg mutator mouse. In contrast to the changes in abundance of respiratory chain proteins we measured in our proteomics experiment, we observed no changes in the expression levels of mRNAs for both mtDNA and nuclear encoded respiratory chain proteins. Collectively, these results show that there are specific changes in the mitochondrial proteome at the post-translational level of regulation.

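Of the 13 mRNAs encoded by mtDNA, 11 had enough counts to be tested. Their median log2 fold change was 0.11, with 9 of them higher, 0 with an adjusted p-value under 0.05 over all genes and 2 when adjusted over the list alone. As a set they did not differ by fry, a rotation test of limma (limma adjusted p = 0.305 over 21 lists). With limma's camera the adjusted p was 0.0293 with a preset correlation between genes and 0.507 with an estimated one. Between mt-Co2 and mt-Nd4l the counts are uncertain, since this stretch has a nuclear copy that is 99.936% identical, into which mt-Co1 and mt-Nd4 also reach. The 5 mRNAs wholly outside that copy, of which mt-Nd2 reaches into another one that is 97.4% identical, had a median log2 fold change of 0.047, with 4 of them higher. Among them, mt-Nd5 had a log2 fold change of 0.23 (standard error 0.065, edgeR adjusted p = 0.0807) and mt-Cytb one of -0.19 (standard error 0.064, edgeR adjusted p = 0.143). A list of 57 nuclear encoded mRNAs of complexes I, III and IV, written before the counts were seen, had a median log2 fold change of -0.081. Of these mRNAs 5 were higher, 0 had an adjusted p-value under 0.05 over all genes and 5 did when adjusted over the list alone. The fry p-value of this list was 0.0706, and its camera p-value was 4.8e-08 with the preset correlation and 0.224 with the estimated one, so neither set was under 0.05 with fry or under an estimated correlation. The fry p-value of the nuclear respiratory chain mRNAs was 0.0387 without control 205 and 0.0135 without mutator 217.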

Our proteomics data support several previous observations from studies of this progeroid model. Decreased COX activity based staining has been observed in the brains, hearts, and duodenums of Polg mutator mice [4], [5], [13]. Muscle from the mutator mice has also been shown to have decreased abundance of complexes I, III, and IV [15] and decreased COX assembly [14] using Blue-Native PAGE. Western blotting using antibodies for specific respiratory chain subunits has also shown decreased levels of those proteins in multiple tissues including brain [8], [14]. However, the current dataset is the first to demonstrate these changes using a non-targeted mass spectrometry technique. Using this approach, we have demonstrated that the loss of complex I subunits in the mutator mice encompasses many more proteins than has been previously demonstrated. Importantly, these changes include not only mtDNA- but also nuclear-encoded proteins. We hypothesize that the primary defect in mtDNA can then lead to effects on mitochondrial complexes more widely.

Our data does not support one possible explanation for these differences, namely that mRNA expression is altered. Previous studies of the transcriptome in Polg mutator mice have indicated a variety of results. One study using microarrays found significant changes in the expression of 97 mRNA transcripts in the muscle of aged Polg mutator mice [15]. The authors reported the downregulation of numerous nuclear encoded transcripts that code for electron transport chain proteins [15]. Others have found significant downregulation of the transcripts for PGC-1α, mitochondria transcription factor A (Tfam), COX4i1, and several other mtDNA and nuclear encoded genes using qPCR in muscle from Polg mutator mice although the mRNA for PGC-1α was not changed in brain [14]. In contrast to muscle, we found minimal changes in the brains of the mice at the mRNA transcript level. 

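In these brains the mRNA of PGC-1α, listed as Ppargc1a, had 64.6 ± 2.2 CPM in the controls (SD, n = 4) and 68.4 ± 3.3 in the mutators (SD, n = 7), a log2 fold change of 0.080 (standard error 0.048, edgeR adjusted p = 0.431). Tfam had a log2 fold change of 0.11 (standard error 0.053, edgeR adjusted p = 0.323) and Cox4i1 one of -0.065 (standard error 0.054, edgeR adjusted p = 0.596). None of the 3 had an adjusted p-value under 0.05 in any alternative run, where the lowest was 0.271, for Tfam.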

There are therefore likely tissue specific differences in mRNA expression levels but, importantly, mRNA changes do not explain protein level changes in the brain from the same animals.

One limitation of our dataset, and of large scale approaches more generally, is that the need for multiple test correction can lead to type II statistical errors. Our finding that the differences observed in COX4i1 and Ndufs8 levels between the two groups using the iTRAQ analysis could also be seen by Western blotting in the cerebral mitochondrial samples used for proteomic analysis and also in protein extracts from the cerebella of the same mice suggests that even within sub-significant hits there may be true differences in protein levels. Whether other modest changes in protein levels that did not reach significance in the iTRAQ experiments are also genuinely different between control and Polg mutator mice remains to be established.

Taken together, our data suggest that the decreases in abundance of mitochondrial respiratory chain proteins is not explained by alterations in the levels of their corresponding mRNA transcripts in the brain. We therefore infer that the mechanism of loss of mitochondrial complex subunits is at the protein level. A likely explanation for this is that mitochondrial complexes are destabilized by mutations in the mtDNA encoded proteins which then fail to assemble properly with their nuclear encoded counterparts. This prediction, that arises from combined analysis of two different large scale approaches, can be tested in future studies.

## Supporting Information

Figure S1 **Polg mutator mice used in this study.** A) Two male one year old littermates used in this study (WT/WT in background and Polg mutator in foreground). All of the mutator mice developed the characteristic progeroid phenotype. B) Mutator mice were significantly smaller than the controls used in the study at one year of age (control n = 4 (3 WT/WT and 1 WT/D257A) and mutator n = 7, * indicates t test p<0.05).
(TIF) Click here for additional data file.

File S1 **Complete iTRAQ Dataset.**
(XLSX) Click here for additional data file.

File S2 **RNA-Seq Analysis Data.**
(XLSX) Click here for additional data file.

## References

[1] BraticA, LarssonN-G (2013) The role of mitochondria in aging. J Clin Invest 123: 951–957 10.1172/JCI64125 23454757PMC3582127

[2] TaylorRW, TurnbullDM (2005) MITOCHONDRIAL DNA MUTATIONS IN HUMAN DISEASE. Nat Rev Genet 6: 389–402 10.1038/nrg1606 15861210PMC1762815

[3] KujothGC, HionaA, PughTD, SomeyaS, PanzerK, et al (2005) Mitochondrial DNA mutations, oxidative stress, and apoptosis in mammalian aging. Science 309: 481–484 10.1126/science.1112125 16020738

[4] TrifunovicA, WredenbergA, FalkenbergM, SpelbrinkJN, RovioAT, et al (2004) Premature ageing in mice expressing defective mitochondrial DNA polymerase. Nature 429: 417–423 10.1038/nature02517 15164064

[5] VermulstM, WanagatJ, KujothGC, BielasJH, RabinovitchPS, et al (2008) DNA deletions and clonal mutations drive premature aging in mitochondrial mutator mice. Nat Genet 40: 392–394 10.1038/ng.95 18311139

[6] VermulstM, BielasJH, KujothGC, LadigesWC, RabinovitchPS, et al (2007) Mitochondrial point mutations do not limit the natural lifespan of mice. Nat Genet 39: 540–543 10.1038/ng1988 17334366

[7] WilliamsSL, HuangJ, EdwardsYJ, UlloaRH, DillonLM, et al (2010) The mtDNA mutation spectrum of the progeroid Polg mutator mouse includes abundant control region multimers. Cell Metab 12: 675–682 10.1016/j.cmet.2010.11.012 21109200PMC3175596

[8] EdgarD, ShabalinaI, CamaraY, WredenbergA, CalvarusoMA, et al (2009) Random point mutations with major effects on protein-coding genes are the driving force behind premature aging in mtDNA mutator mice. Cell Metab 10: 131–138 10.1016/j.cmet.2009.06.010 19656491

[9] KraytsbergY, SimonDK, TurnbullDM, KhrapkoK (2009) Do mtDNA deletions drive premature aging in mtDNA mutator mice? Aging Cell 8: 502–506 10.1111/j.1474-9726.2009.00484.x 19416127PMC3137638

[10] TyynismaaH, MjosundKP, WanrooijS, LappalainenI, YlikallioE, et al (2005) Mutant mitochondrial helicase Twinkle causes multiple mtDNA deletions and a late-onset mitochondrial disease in mice. Proc Natl Acad Sci U S A 102: 17687–17692 10.1073/pnas.0505551102 16301523PMC1308896

[11] TrifunovicA, HanssonA, WredenbergA, RovioAT, DufourE, et al (2005) Somatic mtDNA mutations cause aging phenotypes without affecting reactive oxygen species production. Proc Natl Acad Sci U S A 102: 17993–17998 10.1073/pnas.0508886102 16332961PMC1312403

[12] AhlqvistKJ, HämäläinenRH, YatsugaS, UutelaM, TerziogluM, et al (2012) Somatic progenitor cell vulnerability to mitochondrial DNA mutagenesis underlies progeroid phenotypes in Polg mutator mice. Cell Metab 15: 100–109 10.1016/j.cmet.2011.11.012 22225879

[13] RossJM, ÖbergJ, BrenéS, CoppotelliG, TerziogluM, et al (2010) High brain lactate is a hallmark of aging and caused by a shift in the lactate dehydrogenase A/B ratio. Proc Natl Acad Sci 107: 20087–20092 10.1073/pnas.1008189107 21041631PMC2993405

[14] SafdarA, BourgeoisJM, OgbornDI, LittleJP, HettingaBP, et al (2011) Endurance exercise rescues progeroid aging and induces systemic mitochondrial rejuvenation in mtDNA mutator mice. Proc Natl Acad Sci U S A 108: 4135–4140 10.1073/pnas.1019581108 21368114PMC3053975

[15] HionaA, SanzA, KujothGC, PamplonaR, SeoAY, et al (2010) Mitochondrial DNA mutations induce mitochondrial dysfunction, apoptosis and sarcopenia in skeletal muscle of mitochondrial DNA mutator mice. PloS One 5: e11468 10.1371/journal.pone.0011468 20628647PMC2898813

[16] DillmanAA, HauserDN, GibbsJR, NallsMA, McCoyMK, et al (2013) mRNA expression, splicing and editing in the embryonic and adult mouse cerebral cortex. Nat Neurosci 16: 499–506 10.1038/nn.3332 23416452PMC3609882

[17] AndersS, HuberW (2010) Differential expression analysis for sequence count data. Genome Biol 11: R106 10.1186/gb-2010-11-10-r106 20979621PMC3218662

[18] AndersS, ReyesA, HuberW (2012) Detecting differential usage of exons from RNA-seq data. Genome Res 22: 2008–2017 10.1101/gr.133744.111 22722343PMC3460195

[19] WuL, CandilleSI, ChoiY, XieD, JiangL, et al (2013) Variation and genetic control of protein abundance in humans. Nature 499: 79–82.2367667410.1038/nature12223PMC3789121

[20] HuangDW, ShermanBT, LempickiRA (2008) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4: 44–57 10.1038/nprot.2008.211 19131956

How the deposited data were processed for this re-analysis (not part of the article)

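Cerebral RNA of 11 male mice aged 1 year was sequenced, 7 Polg mutators (D257A/D257A) and 4 control littermates, of which 3 were WT/WT and 1 was WT/D257A. The authors aligned the reads to mm9 with Tophat and Bowtie, counted them on the genes of Ensembl with HT-SEQ and deposited the counts per gene, not normalized. They also deposited counts per exon bin of a flattened annotation for 10 of the mice, without the WT/D257A mouse. Their comparison tables, from DESeq and DEXSeq, hold log2 fold changes and adjusted p-values. For genes, the DESeq table also holds mean normalized signal per group. For exon bins, the DEXSeq table holds a mean over all mice, not split by group. Both were used here to compare calls and the log2 fold changes of exon bins. The gene fold changes of the DESeq table were used in 1 alternative of the correlation with proteins. The deposited signal values are the authors' means, with no spread. A table of read totals by the authors was used only to compare depths. File S1 of the paper gave the iTRAQ protein ratios.

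All per-sample columns of the count tables were used. The gene table holds 36666 genes, of which 25 symbols had been changed to dates by a spreadsheet and were left as they are. Gene symbols are those of the files. In the exon files, reads in no bin were 20.6% to 23.4% of the counts and were left out of library sizes and tests. Of the 358756 exon bins, 20905 lie in groups that the flattening merged from overlapping genes. Library sizes ranged from 28249345 to 121182250 gene counts, and genes near 1 CPM rest on few reads in the smaller libraries. The genes on the Y chromosome that were checked had counts in each mouse.

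Gene counts were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, robust quasi-likelihood fit). Standard errors were obtained from the log2 fold change and the F statistic. CPM were made with the TMM factors, and the groups were compared for overlap on the log2 scale with a prior count of 2. P-values were adjusted by the Benjamini-Hochberg method, with thresholds of 0.05 and of 2-fold after the paper's criteria. DESeq, which the paper used, was not used here. DESeq2 1.42.0, RLE and upper-quartile normalization, no filter, a mean count of at least 10, the 3 WT/WT controls only, mitochondrial genes left out, log2 total count as a covariate, 1 surrogate variable (sva 3.50.0) and leaving out each mouse in turn were the alternatives. Gene lists were tested with fry and camera of limma 3.58.1, camera with a preset inter-gene correlation of 0.01 and with an estimated one, and adjusted over 21 lists. The lists cover the mtDNA mRNAs, complexes I to V, mitochondrial biogenesis, cell types, blood, immediate early genes, hypoxia, stress responses, interferon and nuclear copies of mtDNA. They were written before the counts were seen but after the paper's tables had been read.

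Exon bins were tested with edgeR's diffSpliceDGE, DEXSeq not being used here. Its coefficients are natural logs and were divided by the natural log of 2. This was noticed from the gap to limma's values and to the log2 values in the authors' deposited table. The alternatives were limma's voom and diffSplice, DESeq2 with a model of each bin against the other bins, a mean count of at least 10, merged groups left out, and leaving out each mouse in turn. Single measures of 3 against 7 mice were compared by exact permutation tests. The protein and mRNA changes were correlated across genes with 100000 permutations, of which the smallest p-value possible is 1e-05.

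On simulated counts with 200 changed genes, edgeR recovered 200 of them with 13 false calls among 18008 genes and DESeq2 recovered 200 with 23 among 22607. With 200 changed bins, diffSpliceDGE recovered 188 with 78 false calls among 43409 bins, limma 196 with 8 among 43409, and DESeq2 187 with 50 among 42450. False calls were 6.10% of the calls of edgeR and 10.3% of those of DESeq2 for genes, and 29.3% of those of diffSpliceDGE, 3.92% of those of limma and 21.1% of those of DESeq2 for bins. Apart from limma's, these shares exceed what an adjusted p-value of 0.05 aims at, and were not traced further. The recovered changes of diffSpliceDGE had a median of 0.871 times the simulated ones. Of 21 simulated lists, fry called the 1 shifted list and 0 of the others. Genes were simulated independently of each other, so this does not test fry on lists whose genes are correlated. The simulated changes were larger than the median absolute log2 fold change of the called genes, 0.36. The shift of the list was larger than the median of the hypoxia list, 0.12. Recovery of smaller changes was not tested.

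Some steps depart from the plan. Set tests planned on the proteins marked as respiratory chain were first run and then left out, since the copy of that sheet is shortened to 757 rows. The plan matched proteins also through a table of gene synonyms. That gave visibly wrong pairs, judged from the names before any correlation was computed, so such matches were made an added alternative. With them, 528 proteins gave r = -0.14 (permutation p = 0.0109). The lists were also run under each alternative for gene counts, which was added later.

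The genes named are those of Table 2, those that the paper names or shows, and the 10 with the largest change among genes with an adjusted p-value under 0.05 whose groups did not overlap. The exon bins named are the 10 with the smallest p-value and the 4 that the authors' deposited table has under 0.05. Other genes named were chosen after their values were seen. Nuclear copies of mtDNA were found by comparing the mitochondrial chromosome (16299 bases) with the other chromosomes of the mm9 reference with blast 2.17.0 at an E-value of 1e-10. The annotation of that reference is a later release than the authors' and was used for positions. Matched random lists numbered 10000. Python with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps. Other splits of the mice were drawn 100 times for genes and 24 times for exon bins.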

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

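The tests on mt-Tp against the other mitochondrial genes, nuclear copies and the control region were chosen only after the result was seen.

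Within each group of 4 or 7 mice, the gap of the outermost mouse to its nearest neighbour was divided by the range of the group and compared with Dixon's critical value for that group size. Of 73 groups tested, 6 were above it, where chance gives about 3.65 (1 in 20). Control mouse 246 was lowest for Cxcl12 (0.833), at 49.8 CPM against 64.8 to 67.8, and highest for Ppbp (0.949), with 5 counts against 1 to 3. Mutator mouse 217 was highest for Ndufs4 (0.660), at 52.0 CPM against 44.0 to 46.7. Control mouse 239 was lowest for mt-Co2 (0.868), with 9 counts. These gaps were not traced to a cause.

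Mutator mouse 248 stood apart in gene counts per aligned read (0.988), with 3.00 against 0.744 to 0.772 in the other mutators, and in Gm13340 (0.729), with 21.8 CPM against 8.48 to 12.1. More reads were counted on genes for this mouse than the authors' table lists as aligned, so the table and the counts cannot describe the same set of reads, and which of them is incomplete was not determined. Without it, 130 genes had an adjusted p-value under 0.05 in place of 223. For Gm13340, reads of mutated mitochondrial transcripts placed on a diverged nuclear copy are a candidate explanation. Gm13341, which lies on the same copy and was left out of the test, had a log2 fold change of 0.98 (standard error 0.23, edgeR adjusted p = 0.0488), with groups that overlapped. Only 2 genes that overlap other such copies had enough counts, Kctd3 and Stxbp4, with a median log2 fold change of 0.0075. The copies in them span 87 and 656 bases, and counts on these genes are not limited to the copies. Their median therefore cannot test this explanation, which could not be decided.

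Outside the genes that the paper lists in Table 2, 9 genes changed by more than 2-fold, and mt-Tp, the mitochondrial proline tRNA gene (chromosome M, 15356 to 15422, minus strand), had the largest change of these. The others were Adm, Scn10a, Gm9946, 8430408G22Rik, Nos2, Maff, Clca6 and Tmem27, of which the groups overlapped for Scn10a. The counts of mt-Tp rose from 3.20 ± 0.89 CPM in the controls (SD, n = 4) to 126 ± 25 in the mutators (SD, n = 7), a log2 fold change of 5.23 (standard error 0.24, edgeR adjusted p = 3.5e-05). The highest control had 4.11 and the lowest mutator 92.5 CPM. The authors' deposited table does not list this gene. With log2 total count as a covariate its adjusted p-value was 9.7e-07 (from 1.5e-140 to 0.00069 over all alternatives), which argues against library size. The 8 other mitochondrial genes that no nuclear stretch over 97% identical covers in full had a median log2 fold change of -0.018, and the highest was 0.25. Of these genes mt-Nd2, mt-Nd4 and mt-Rnr2 overlap such a stretch in part, while mt-Nd6, the highest, overlaps none. This argues against a general rise of mitochondrial reads. The 4 nuclear stretches that cover mt-Tp and 100 bases beside it are at most 86.0% identical to it, which argues against reads shared with a nuclear copy. The gene borders the control region of mtDNA, and more RNA or DNA from that region may lie behind the counts. Of mt-Tn and mt-Tc, which lie elsewhere, the higher log2 fold change was 0.13, but mt-Tf at the other end of the control region had 0 counts in all mice, so this stays open. An effect of the mutation itself on RNA from this stretch remains an untested biological explanation.

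Genes of the hypoxia list, which the paper does not discuss, had a median log2 fold change of 0.12, with 16 of 20 higher (fry adjusted p = 0.0116 over 21 lists). All 20 had enough counts to be tested, 0 are in Table 2, and 1, Slc2a1, is also in the endothelial list. In the alternatives the fry adjusted p-value lay between 0.00154 and 0.0439. Genes of the interferon list had a median of 0.37, with 18 of 19 higher (fry adjusted p = 0.0319), and 0 of them are in Table 2. That p-value lay between 0.0122 and 0.117 over the alternatives and was 0.0533 without control 237, 0.0717 without control 205, 0.117 without control 239 and 0.0654 without mutator 236. With camera and a preset correlation, 15 of the lists had an adjusted p-value under 0.05. Of these, hypoxia and interferon also did with fry, and 0 did with an estimated correlation, with which 4 had an unadjusted p-value under 0.05. Of 100 splits of the mice, 2 gave as many lists under 0.05 by fry, the real one included. A biological response to the mutation and a difference between the mice in handling were not tested against each other.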

How the results depend on the processing

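Alternatives were set before the data were examined, except the runs of the lists and the synonym match of proteins. The plan had that match as part of the main one.

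The log2 fold change of Acer2 stayed between 1.37 and 1.49, with adjusted p-values under 0.05, in all 20 alternatives. The median of the mtDNA mRNAs stayed above 0, between 0.058 and 0.21, and its fry p-value over 0.05 in the 19 alternatives that kept them. Leaving mitochondrial genes out gives no value for them.

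The count of genes with an adjusted p-value under 0.05, 223, was 615 with DESeq2 (222 of them shared), 346 with no filter, 125 with 1 surrogate variable and 50 with the 3 WT/WT controls only. Over 2-fold there were 42 with DESeq2 and 10 with the 3 WT/WT controls only, in place of 26. With each mouse left out, the counts ranged from 50, without control 237, to 412, without control 205, and over 2-fold from 10, without control 237, to 36, without mutator 217. The cause of these changes was not tested.

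Of the 26 respiratory chain mRNAs, 0 were called, against 1 with DESeq2 (mt-Co2) and from 0 to 1 with a mouse left out (Ndufa13 without mutator 217). The median of the nuclear respiratory chain mRNAs ranged from -0.10 to -0.055 with a mouse left out, and its fry p-value was under 0.05 without control 205 (0.0387) and without mutator 217 (0.0135). The number of lists under 0.05 was 2, against 4 with no filter, 4 with 1 surrogate variable and from 1 to 5 with a mouse left out (1 without control 205, control 239 or mutator 236, and 5 without mutator 217). The cause was not tested.

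Of 49 exon bins, 12 over 2-fold, limma's diffSplice gave 25 and 5, DESeq2 gave 7 and 2, and leaving out merged groups gave 21 bins, all among the 49. Such groups hold 20 of the 49, and the cause of the further losses was not tested. With a mouse left out the count ranged from 5, without control 239, to 186, without control 205, and over 2-fold from 1 to 77 for the same mice. The usage change of Acer2 exon 9 ranged from -1.09 to -0.97 with a mouse left out, and its adjusted p-value exceeded 0.05 without control 205 (0.0657) and without control 239 (0.407). Leaving merged groups out gives it no value.

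The correlation of protein with mRNA, -0.13, was 0.11 without the 2 genes with the largest mRNA change, which shows that its sign rests on them, and -0.37 with p over 0.05 for the respiratory chain proteins only, where fewer proteins enter.

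Of 46 other named genes and bins, 20 changed under no alternative, 22 lost their call under at least 1, 3 gained one and 1 changed sign. That one was Ndufa9, at -0.027, which ranged from -0.055 to 0.013 with a mouse left out. Low counts limit Tubb1 and Ppbp, whose control libraries hold at most 5 counts.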

Differences from the paper's values

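With diffSpliceDGE, 12 exon bins had an adjusted p-value under 0.05 and a change of more than 2-fold, against the paper's 1. Of the alternatives set before the data were examined, leaving out control 239 gave 1, the paper's number, but the bin of Acer2 that the paper names was not called there (adjusted p = 0.407), and 0 of the 4 bins under 0.05 in the authors' deposited table were. With DESeq2 there were 2, with limma's diffSplice 5, with a mean count of at least 10 there were 12, with merged groups left out 9, and with another mouse left out between 4 and 77. The bin of Acer2 is among the 12 of diffSpliceDGE. Of the 4 bins under 0.05 in the authors' deposited table, DESeq2 called 3, as did the fit without mutator 207.

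The squared correlation of protein and mRNA changes was 0.0160, against the paper's 0.001, and its permutation p-value was 0.0187, against the paper's 0.7585. None of the alternatives set before the data were examined closed either gap. The squared correlations ranged from 0.00880 to 0.134 and the p-values from 0.0132 to 0.0769. The number of proteins compared was 461, against the paper's 1001. No alternative set before the data were examined changed the matching. With synonyms, which the plan included in the main match, it was 528. They were left out of the main match after their pairs were seen.

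The number of genes under 0.05 and over 2-fold was 26, against the paper's 18, which is within 1.5 times. It was 42 with DESeq2, 31 with no filter and 10 with the 3 WT/WT controls only. It was 17 without mutator 211 and 19 without mutator 236 or mutator 240. The log2 fold changes of the 17 genes of Table 2 other than Tubb1 had the paper's direction and lay within 1 standard error of its values. The gene 5430416O09Rik, which the paper lists as changed by more than 2-fold, had a log2 fold change of 0.98, and with log2 total count as a covariate all 18 genes of Table 2 were called over 2-fold.

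The paper calls exon 9 of Acer2 an alternate 5′UTR. In the later annotation used here it lies downstream of bin 7, and at least part of it is annotated as coding. The gene merged with Acer2 has the same symbol there and begins at bin 8, which is not coding. Whether bin 9 holds part of a 5′UTR of that gene was not checked, so the paper's description is not contradicted.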

Other observations

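The tests on Acer2 exon 9, on the mitochondrial mRNAs with few counts, and on platelets and blood were chosen only after the result was seen.

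Of 100 splits of the 11 mice into 4 and 7, drawn from 330, 1, the real one, gave as many genes with an adjusted p-value under 0.05, and 1 as many over 2-fold. The highest other split gave 95 and 1. For respiratory chain mRNAs at an unadjusted p-value under 0.05, 7 of 100 splits gave as many, for the median of the nuclear respiratory chain mRNAs 7 gave as large a value, and for that of the mtDNA mRNAs 29 did. For exon bins, 3 of 24 splits gave as many under 0.05 and 4 of 24 as many over 2-fold, and the highest other split gave 175 and 45. The exon bin counts as a whole were therefore not larger than other splits of the mice can give. Which mice shared a pool was not used here, so a pool cannot be told apart from chance in these splits.

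A difference in library size is one technical explanation for the gene calls. With log2 total count as a covariate, 311 genes had an adjusted p-value under 0.05 in place of 223, 219 of them shared, which argues against it.

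The lower usage of Acer2 exon 9 may reflect a rise of the other bins with the bin itself unchanged. Its CPM did not differ (exact permutation p = 0.142), while the other bins rose by 1.29 on the log2 scale. Bins 8 and 10, also shared with the downstream gene, had plain log2 changes of 0.33 and 0.31, against 1.40 for bin 7. A change in splicing and separate transcription of the downstream part were not told apart.

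The mRNAs mt-Co2, mt-Atp8, mt-Atp6, mt-Co3, mt-Nd3 and mt-Nd4l had few counts for mitochondrial genes. The 6 mRNAs inside the stretch with a 99.936% identical nuclear copy had a median of 215 counts per kb, and the 5 outside it had 209894, a ratio of 976. Gm10925, on the nuclear copy, had 9444 ± 1254 CPM in the controls (SD, n = 4) and 10200.3 ± 787 in the mutators (SD, n = 7), a log2 fold change of 0.11 (standard error 0.073, edgeR adjusted p = 0.485). This is consistent with most reads of the stretch being counted on the nuclear copy, and the changes of the 6 mRNAs, mt-Co2 included, may not reflect their levels.

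Edn1, Vwf, Eng, Angpt2, Cxcl12 and Smad6, which are expressed in vessels, were higher in the mutators. A larger share of endothelial cells is one explanation. The endothelial list, of which all 22 genes had enough counts and 0 are in Table 2, had a median log2 fold change of 0.084 (fry adjusted p = 0.271). With a mouse left out, the median of this list ranged from 0.032 (without control 205) to 0.13 (without control 246). Its fry adjusted p-value lay between 0.122 and 0.633 over the alternatives. Of its genes 15 were higher, among them Eng at 0.81 (standard error 0.088), Kdr at 0.84 (edgeR adjusted p = 0.0705), Ctla2a at 0.70 (edgeR adjusted p = 0.0162), and the abundant Flt1 at 0.36 (edgeR adjusted p = 0.0615) and Slc2a1 at 0.35 (edgeR adjusted p = 0.362). Itm2a was lower, at -0.38 (standard error 0.085, edgeR adjusted p = 0.0375), and the abundant markers Slco1a4 (-0.15, standard error 0.068) and Abcb1a (-0.028, standard error 0.059) did not rise. A larger share would raise all of them alike, so these values argue against it as the whole cause, and a change within endothelial cells stays open. A response to hypoxia is a candidate explanation, since the hypoxia list rose (fry adjusted p = 0.0116), though not under an estimated correlation (adjusted p = 0.204). Whether these 6 genes belong to such a response was not tested.

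Platelets left in the tissue may account for Ppbp and Tubb1. The platelet list had a median of 0.47, also with Tubb1 set at its lower bound, and a fry adjusted p-value of 0.0696, under 0.05 with no filter (0.0304), without control 237 (0.0446) and without mutator 240 (0.0377), and otherwise up to 0.192. It holds Ppbp and Tubb1 themselves, and the 10 others had a median of 0.20, with 5 higher, and Pf4 at 0.51 (edgeR adjusted p = 0.419). The erythroid list had a median of 0.54, with 6 of 7 higher and a fry adjusted p-value of 0.305, with hemoglobin genes varying widely between mice (Hbb-b1 61.3 ± 38.6 CPM in controls and 75.8 ± 31.0 in mutators, SD, n = 4 and 7). With the same mix of blood cells, more blood as the whole cause would raise the erythroid genes about as much as Ppbp and Tubb1. On the log2 scale Ppbp rose by 3.83, and Tubb1 by at least 2.42 with each control set to 3 counts. The log2 fold changes were 0.33 for Hbb-b1, 0.64 for Hba-a1, 0.54 for Hba-a2 and 0.85 for Hbb-b2. The highest of the erythroid list was 1.02, for Alas2. These values argue against more blood with the same mix of cells as the whole cause. The paper lists anemia among earlier observations in these mice. Fewer red cells could hold the erythroid genes down, so more blood cannot be excluded. Platelets cannot be told apart from a change in the tissue, because the counts of the platelet genes are low and the spread is large.

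The other lists were not under 0.05 with fry, apart from the alternatives named last. Their median log2 fold change and fry adjusted p-value were 0.11 and 0.305 for the mtDNA mRNAs, -0.080 and 0.217 for nuclear complex I, -0.086 and 0.130 for nuclear complexes III and IV, and -0.037 and 0.271 for complexes II and V. They were -0.042 and 1.00 for mitochondrial biogenesis, -0.078 and 0.928 for mural cells, -0.13 and 0.121 for lymphoid cells, -0.082 and 0.217 for astrocytes, -0.17 and 0.217 for oligodendrocytes, -0.083 and 0.271 for microglia, -0.063 and 0.0696 for neurons, and 0.11 and 0.359 for choroid plexus. They were -0.29 and 0.217 for immediate early genes, of which 0 of 13 were higher, 0.10 and 0.271 for the integrated stress response, 0.017 and 0.285 for the mitochondrial unfolded protein response, and 0.55 and 0.0696 for nuclear copies of mtDNA. Of the lymphoid list 3 genes were tested and 1 is in Table 2, and of the nuclear copies 4 were tested and 1 is in Table 2. Some of these lists had a fry adjusted p-value under 0.05 in an alternative. The lymphoid list did with no filter (0.0158) and without control 237 (0.0252), and otherwise reached up to 0.275. Nuclear copies did with 1 surrogate variable (0.0264), without control 246 (0.0278), without mutator 207 (0.0202) and without mutator 248 (0.0445), and otherwise reached up to 0.192. The mitochondrial unfolded protein response did with 1 surrogate variable (0.0125) and without control 246 (0.0278), and otherwise reached up to 0.582. Neurons did with log2 total count as a covariate (0.0427) and otherwise reached up to 0.168. Without mutator 217, oligodendrocytes (0.0152), complexes III and IV (0.0356) and astrocytes (0.0356) did, and in the other alternatives these reached up to 0.314, 0.282 and 0.343.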
